# Cell Transitions Contribute to Glucocorticoid-Induced Bone Loss

**DOI:** 10.3390/cells12141810

**Published:** 2023-07-08

**Authors:** Xiaojing Qiao, Xiuju Wu, Yan Zhao, Yang Yang, Li Zhang, Xinjiang Cai, Jocelyn A. Ma, Jaden Ji, Karen Lyons, Kristina I. Boström, Yucheng Yao

**Keywords:** glucocorticoid, bone loss, osteoblast, transition, endothelial-like cells

## Abstract

Glucocorticoid-induced bone loss is a toxic effect of long-term therapy with glucocorticoids resulting in a significant increase in the risk of fracture. Here, we find that glucocorticoids reciprocally convert osteoblast-lineage cells into endothelial-like cells. This is confirmed by lineage tracing showing the induction of endothelial markers in osteoblast-lineage cells following glucocorticoid treatment. Functional studies show that osteoblast-lineage cells isolated from glucocorticoid-treated mice lose their capacity for bone formation but simultaneously improve vascular repair. We find that the glucocorticoid receptor directly targets Foxc2 and Osterix, and the modulations of Foxc2 and Osterix drive the transition of osteoblast-lineage cells to endothelial-like cells. Together, the results suggest that glucocorticoids suppress osteogenic capacity and cause bone loss at least in part through previously unrecognized osteoblast–endothelial transitions.

## 1. Introduction

More than seventy million adults worldwide continuously receive glucocorticoids for years to treat different kinds of medical conditions, such as transplant rejection, graft-versus-host disease, cancer, allergies, inflammatory and autoimmune disorders, and cardiovascular diseases [1,2,3]. Osteoporosis followed by severe fractures is one of the most prevalent side effects of this long-term therapy [1,2,3]. This type of osteoporosis is characterized by rapid bone loss upon initial glucocorticoid treatment followed by constant suppression of osteogenesis; higher doses of glucocorticoids result in more severe bone loss and fractures [1,2]. It has been shown that the hallmarks of osteoblast activity are dramatically decreased in glucocorticoid-induced bone loss [1,2].

Osteoblasts are responsible for bone formation. Residing at the endosteum and periosteum, osteoblasts maintain the plasticity to build bone [4,5,6]. Deficiency or abnormal differentiation of osteoblasts directly reduce the source of ossification [7,8,9,10]. In long-term glucocorticoid therapy, the number and activity of osteoblasts are significantly altered, causing bone to become more porous and fragile and leading to osteoporosis [1,2]. However, it is unknown if glucocorticoids drive osteoblasts to ill-fated transitions and derail osteoblastic differentiation to reduce osteogenesis.

Vascular endothelial cells coordinate with the osteogenic process to create the unique vasculature in bone [11,12,13,14,15], where endothelial cells interact with bone cells and bone cells regulate the differentiation and proliferation of endothelial cells [12,13,14,15]. Furthermore, the cell-fate transitions of endothelial cells have been uncovered in some medical conditions, such as vascular calcification or fibrodysplasia ossificans progressiva, where endothelial cells lose their identity and transition into osteoblast-like cells to form ectopic bone [16,17,18]. In this study, we find that glucocorticoids reciprocally convert osteoblast-lineage cells into endothelial-like cells. We hypothesize that glucocorticoids exert their suppressive effects on osteogenic capacity and cause osteoporosis in part through osteoblast–endothelial transitions.

## 2. Methods

### 2.1. Animals

*Wild type* (C57BL/6J), *Col1α1^CreERT2^* (B6.Cg-Tg(Col1α1-cre/ERT2)1Crm/J), and *Rosa^tdTomato^* (B6;129S6-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J) on C57BL/6J background were obtained from the Jackson Laboratory. PCR was used to confirm genotypes [19], and generations F4–F6 were used to perform experiments. Littermates were used as experimental controls. A standard chow diet (Diet 8604, HarlanTeklad Laboratory, Indianapolis, Indiana, USA) was used to feed all mice. At 8 weeks of age, the mice received dexamethasone (0.08 µg/g, daily) for 4 weeks as previously described [20,21]. The Institutional Review Board reviewed and approved the studies, which were conducted in accordance with the animal care guidelines set by the University of California, Los Angeles (UCLA). The studies conformed to the National Research Council, *Guide for the Care and Use of Laboratory Animals, Eighth Edition* (Washington, DC, USA: The National Academies Press, 2011).

### 2.2. Tissue Culture

The osteoblast cell lines MC3T3 and hFOB1.19 were purchased from American Type Culture Collection (ATCC, CRL-2593 and CRL11372) and cultured as per the manufacturer’s protocol. Dexamethasone (Sigma-Aldrich, D1756. Saint Louis, MO, USA), Betamethasone (Sigma-Aldrich, B7005. Saint Louis, MO, USA), Triamcinolone (Sigma-Aldrich, 1676000. Saint Louis, MO, USA), Hydrocortisone (Sigma-Aldrich, H0888. Saint Louis, MO, USA), and Beclomethasone (Sigma-Aldrich, B0385. Saint Louis, MO, USA) treatments were performed as described in the experiments. Lentiviral vectors containing CMV-Osterix or Foxc2 siRNA were all purchased from GeneCopeia^TM^ (Rockville, MD, USA) and applied to the cells as per the manufacturer’s protocols.

### 2.3. Micro-CT Imaging

Mice were euthanized using methods approved by the Institutional Review Board. The femurs were cut free at the acetabulum and separated from the tibias. The attached muscle was removed gently from the femurs. Then, the femurs were fixed in 4% (wt/vol) paraformaldehyde (PFA) for 24 h. After 24 h, the PFA was replaced with 50% alcohol and the femurs were ready for Micro-CT imaging, which was performed at the Crump Imaging Center at UCLA. A high-resolution, volumetric micro-CT scanner (μCT125) was used to scan all the samples. The image data were acquired as previously described [19] with 10 μm isotropic voxel resolution, 200 ms exposure time, 2000 views, and 5 frames per view. A MicroView 3-D volume viewer and AltaViewer™ Software were used to analyze the images.

### 2.4. Laser Doppler Perfusion Image

A microcirculation imaging system (Perimed) was used to perform laser Doppler perfusion imaging as published [19]. Briefly, the imaging was conducted under normal ambient room lighting. A 20 × 27 mm high-resolution model with a 1388 × 1038 pixel measurement camera and 752 × 580 pixel documentation camera was used for one image per second. Settings of 20 µm/pixel and 21 images per frame were used until the imaging stopped. PIMSoft software (Perimed, Järfälla, Sweden) was used to analyze the data.

### 2.5. Mouse Surgery

A heated pad with a continuous flow of isoflurane was used for all the surgeries. Ectopic bone formation was performed as previously described [19]. Briefly, 5 × 10^5^ cells mixed with 40 mg hydroxyapatite/tricalcium phosphate powder (SALVIN^TM,^ ORASTRUCT-0.5CC. Charlotte, North Carolina, USA) were incubated in a 1 mL syringe at 37 °C in 5% CO_2_ overnight, then were transplanted into the pouch that was made on the back of mouse. Micro-CT imaging and histology were used to examine the implants at 12 weeks after transplantation.

The model of hindlimb ischemia was generated as published [19]. Briefly, the femoral artery was exposed and tied with double knots and 5 × 10^5^ cells were transplanted into the surgical area. Then, the incision was closed. Blood flow was monitored by laser Doppler perfusion imaging. The vascularization was examined through histology and immunostaining at 2 weeks after transplantation.

### 2.6. RNA Analysis and RNA-Sequencing

Real-time PCR analysis was performed as previously described [19]. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a control gene [19]. Primers and probes for mouse Osterix, Osteocalcin, Osteopontin, Foxc2, Flk1, VE-cadherin, and CD31 were obtained from Applied Biosystems (Waltham, MA, USA) as part of Taqman^®^ Gene Expression Assays.

For RNA-sequencing, total RNA was isolated using RNeasy Mini Kits (Qiagen, Hilden, Germany). The RNA libraries were constructed using a KAPA Stranded mRNA-Seq Kit (Roche, KK8420) and the sequencing was performed on the Illumina NovaSeq 6000 S4 platform (Illumina, Santa Monica, CA, USA) at the Technology Center for Genomics & Bioinformatics at UCLA. Spliced Transcripts Alignment to Reference (STAR, version 2.7.10a) was used to align the reads and count the number of reads per gene. We used the R package DESeq2 (version 1.36.0) to perform normalization and differential gene expression analysis. A log2 fold change of 1 and false discovery rate (FDR) of 0.05 were used as cut-offs to identify differentially expressed genes. RNA-seq data were deposited in the Gene Expression Omnibus (GEO) database.

### 2.7. Fluorescence-Activated Cell Sorting (FACS)

FACS analysis was performed as previously described [19]. Briefly, cleaned femurs were washed with PBS. The marrow was carefully flushed out with PBS using a syringe. Bones were cut into 1 to 2 mm lengths and incubated in collagenase solution (collagenase I and collagenase II mixture) for 25 min at 37 °C. Then, the solution was collected. The bones were washed with PBS three times to collect more cells. The combination of collected collagenase solution and PBS was filtered using cell strainers (70 µm and 40 µm). The filtered cell solution was centrifuged at 300× *g*. The supernatant was discarded, and 2 mL red blood cell lysis buffer was added to the precipitated cells for 10 min. Cells were collected again through centrifugation at 300× *g* and washed with PBS three times. For ectopic bone formation and vascular repair of hindlimb ischemia, tdTomato+ cells were isolated. For gene expression analysis, cells were fixed with 0.01% formaldehyde for 10–15 min and subjected to permeabilization with 0.1% Triton for 10 min. After that, cells were collected and new PBS was added, and cells were ready for incubation with the antibodies. The cells were stained with fluorescein isothiocyanate (FITC)-, phycoerythrin (PE)-, or Alexa Fluor 488 (AF-488)-conjugated antibodies against CD31 and VE-cadherin (all from BD biosciences, 550274 and 562243. Franklin Lakes, New Jersey, USA.) and Osteocalcin (ThermoFisher Scientific, 23418. Waltham, MA, USA). Nonspecific fluorochrome- and isotype-matched IgGs (BD Pharmingen, Franklin Lakes, New Jersey, USA.)) served as controls. A gating strategy was utilized as we used before [19]. Gates and regions were set up around the cell populations with forward scatter (FSC) and side scatter (SSC). Then, expressing markers were used to analyze these populations.

### 2.8. Immunoblotting and Immunofluorescence

Immunoblotting was performed as previously described [16]. Equal amounts of tissue lysates were used for immunoblotting. Blots were incubated with specific antibodies to Foxc2, CD31 (Abcam, ab5060, ab182982. Cambridge, UK), Osterix (Santa Cruz Biotechnology, sc-22536), and Osteocalcin (ThermoFisher Scientific, PA1-511A). β-actin (Sigma-Aldrich, A2228) was used as a loading control.

### 2.9. Immunofluorescence

Immunofluorescence was performed as previously described in detail [22]. Briefly, dissected bones were cleaned by removing muscle and fixed with 4% (wt/vol) ice-cold paraformaldehyde (PFA) solution for 4 h. The bones were washed with PBS three times to remove PFA and ice-cold 0.5 M EDTA, pH 7.4–7.6, was added for 24 h for decalcification. The bones were washed with PBS then incubated in cryoprotectant (CPT) solution for 24 h at 4 °C. After that, the bones were embedded and cryosectioned. We used specific antibodies to CD31 (BD Bioscience, 553370. Franklin Lakes, NJ, USA), Osterix (Santa Cruz Biotechnology, sc-22536), and vWF (Dako, A0082). The nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, D9564).

### 2.10. H&E Staining

Decalcified sections were prepared as described above for immunostaining [22]. Sections were washed with distilled water and nuclei were stained with the alum hematoxylin for 10 min. The sections were rinsed in running tap water and differentiated with 0.3% acid alcohol. After washing in tap water, the sections were stained with eosin for 2 min. After that, the sections were dehydrated, cleared, and mounted as previous described [22].

### 2.11. Statistical Analysis

GraphPad Instat^®^, version 3.0 (GraphPad Software), was used for statistical analysis. Either unpaired 2-tailed Student’s *t* test or one-way ANOVA with Tukey’s multiple-comparisons test were used to analyze for statistical significance.

## 3. Results

### 3.1. Endothelial Markers Emerge in the Osteoblast-Lineage Cells of Glucocorticoid-Induced Bone Loss

To determine if glucocorticoids drove osteoblast-lineage cells to unwanted cell differentiation, we generated a mouse model of glucocorticoid-induced osteoporosis by treating mice with dexamethasone (0.08 µg/g, daily) for 4 weeks as previously described [20,21]. Micro-computed tomography (micro-CT) imaging and histology confirmed the development of osteoporosis after the treatment (Figure 1a,b). We removed the marrow and isolated cells from the bone tissues. Fluorescence-activated cell sorting (FACS) revealed that a large cell population co-expressing Osteocalcin and endothelial markers CD31 or VE-cadherin appeared in the cells isolated from demarrowed bones of dexamethasone-treated mice (Figure 1c). Immunostaining showed that increased CD31 co-localized with Osteocalcin in the endosteum of the marrow cavity and trabecular bone surface, where osteoblasts reside (Figure 2a). High-magnification images of immunostaining also showed co-localization of Osteocalcin or Osterix with the endothelial markers VE-cadherin and von Willebrand factor (vWF) in the same locations (Figure 2b). We performed time-course experiments using FACS after 2 and 4 weeks of dexamethasone treatment. The results showed that the cell populations co-expressing Osteocalcin and endothelial markers CD31, VE-cadherin, or Flk1 appeared after 2 weeks of treatment and robustly increased after 4 weeks of treatment (Figure 2c). We further isolated the Osteocalcin-positive cells from the demarrowed bones and performed RNA sequencing. 

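The RNA sequencing compared 3 libraries from control mice (control replicates 1 to 3) with 3 libraries from mice given dexamethasone, a synthetic glucocorticoid, at 0.08 µg/g daily for 4 weeks. The sample labels describe the material only as bone cells, whereas the paper states that Osteocalcin-positive cells were sorted from demarrowed bones. Whether each library came from a single mouse or from pooled mice is not given in the paper's text. The p-values below therefore measure a difference against the spread between libraries, which may not be the spread between mice. The authors aligned the reads and counted them per gene with STAR, and the deposited values are these counts after division by a size factor per library from DESeq2. The genome build, the annotation release and the strand setting of the count are not given in the paper's text. Every deposited value was a whole multiple of the value of 1 read in its library, so the read counts were recovered for 100% of the values. The recovered counts were 83025489, 81186636 and 88354925 reads in control replicates 1, 2 and 3. They were 89910728, 75526030 and 72596611 reads in dexamethasone replicates 1, 2 and 3. The table lists 29616 genes by Ensembl identifier, of which 28087 had a symbol in the GENCODE M21 annotation. Genes with a mean of at least 10 normalized counts over the 6 libraries were tested, which left 17442 genes. Normalized counts were log2-transformed after adding 1 and compared with limma, with Benjamini-Hochberg adjustment over all tested genes. The added 1 makes the fold change of genes with few reads smaller than the ratio of their counts. Genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction were called differentially expressed, after the cut-offs of the paper's methods. In every library a count of 0 allows up to 3 reads, and this limit covers counting error only. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom between 3.52 and 29.6 for the 6 pairs within groups. Pearson's r across genes, which are not independent replicates, was 0.995 to 0.996 within groups and 0.947 to 0.950 between groups.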

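Of the 17442 genes tested, 3894 were differentially expressed between the dexamethasone and control libraries, 2037 of them higher and 1857 lower with dexamethasone. Without the requirement on the fold change, the number was 12645. The values of the 3 control libraries did not overlap those of the 3 dexamethasone libraries for 74.7% of the tested genes, where chance gives 10%. Among the endothelial markers, Foxc2, which encodes a forkhead transcription factor, rose from 329.6 ± 29.98 (SD, n = 3) to 3315 ± 168 (SD, n = 3) normalized counts, a log2 fold change of 3.33 (standard error 0.0631, limma adjusted p = 6.4e-24). Notch4 rose from 34.7 ± 4.64 (SD, n = 3) to 168 ± 11.4 (SD, n = 3) normalized counts, a log2 fold change of 2.25 (limma adjusted p = 1.05e-11). CD34 rose from 4128 ± 188 (SD, n = 3) to 8503 ± 176 (SD, n = 3) normalized counts. Its log2 fold change of 1.04 (limma adjusted p = 6.63e-18) fell to 0.93 when all libraries were rescaled to the same total and to 0.85 after quantile normalization, under the cut-off of 1. The log2 fold changes of Notch1, vWF (Vwf), Flt1 and Flk1 (Kdr) were 0.77, 0.76, 0.30 and 0.25, each under the cut-off, with limma adjusted p-values of 5.98e-14, 4.08e-12, 3.61e-07 and 0.00812. At the same total these fold changes were 0.66, 0.65, 0.18 and 0.14, and after quantile normalization 0.59, 0.61, 0.12 and 0.27. CD31 (Pecam1) had 11, 18 and 22 reads in the control libraries and 31, 26 and 18 reads in the dexamethasone libraries. Its log2 fold change of 0.74 (standard error 0.321, limma adjusted p = 0.0419) was between 0.47 and 0.91 when each library was left out in turn, and without control replicate 1 it was 0.47 (limma adjusted p = 0.207). Over all alternatives the adjusted p-value from limma or the count models ranged from 0.0185 to 0.373 for CD31 and from 0.00354 to 0.124 for Flk1. VE-cadherin (Cdh5) had 2, 0 and 0 reads in the control libraries and 2, 2 and 1 reads in the dexamethasone libraries, at or under the limit of 3 reads in each, so that no difference was detectable at this depth. All 8 osteogenic markers were lower and differentially expressed. Osteomodulin (Omd) fell from 5218 ± 323 (SD, n = 3) to 66.6 ± 1.74 (SD, n = 3) normalized counts, a log2 fold change of -6.27 (standard error 0.068, limma adjusted p = 2.6e-28). Osteoglycin (Ogn) fell from 40967 ± 2259.6 (SD, n = 3) to 786 ± 18.3 (SD, n = 3) normalized counts, a log2 fold change of -5.70. Osterix (Sp7) fell from 7655 ± 404 (SD, n = 3) to 2102 ± 133 (SD, n = 3) normalized counts, a log2 fold change of -1.86 (limma adjusted p = 1.59e-21). The log2 fold changes of Bglap2, Fgfr2, Alpl and Cbfa1 (Runx2) were -3.33, -2.74, -2.45 and -1.75. Bglap2 is a near-identical copy of Osteocalcin (Bglap), and 26.7% of the 75-base positions of its transcript are absent from Bglap and Bglap3, so its count is uncertain. In the GENCODE M21 annotation, other genes on the opposite strand overlap 9.76% of the exon bases of Notch1, 5.87% of those of Runx2 and 2.03% of those of Cd34, and a gene on the same strand overlaps 3.04% of those of Fgfr2. Fgf18 had 106, 128 and 136 reads in the control libraries and 3, 2 and 1 reads in the dexamethasone libraries. Against the limit of 3 reads, it was at least 32.7-fold lower with dexamethasone.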

The result uncovered the up-regulation of the genes enriched in vascular endothelial differentiation, vasculature development, and angiogenesis in the dexamethasone-treated group, whereas the markers for ossification, bone development, and osteoblast differentiation were down-regulated (Figure 2d). Real-time PCR validated a significant decrease in osteoblast-lineage markers in Osteocalcin-positive cells of dexamethasone-treated mice compared to non-treated controls (Figure 2e). Together, the results suggested that an osteoblastic–endothelial transition occurred in glucocorticoid-induced bone loss.

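As sets, the 8 tested endothelial markers of Figure 2d had a median log2 fold change of 0.77 and the 8 osteogenic markers one of -3.04, with camera adjusted p-values of 0.00539 and 5.07e-07 over the 20 gene lists tested. All 8 tested endothelial markers and all 8 osteogenic markers had a limma adjusted p-value under 0.05, both over all genes tested and adjusted over the list alone. The paper calls these markers representative, shows them on the same data and does not state how they were chosen. Neither these camera p-values nor either count can therefore be taken as independent evidence. A list of 32 further endothelial genes, fixed before the data were examined, had 26 genes in the table and 14 with enough reads to be tested. In 7 of the 26, every dexamethasone library had 3 reads or fewer. These were Ecscr, Tie1, Sox18, Rasip1, Adgrl4, Cyyr1 and Flt4, and none of them was tested. The median log2 fold change of the 14 tested genes, which leaves out the genes with few reads, was -0.75 (camera adjusted p = 0.381). Of the 14, 5 were higher and 9 lower. Of these 14 genes, 10 had a limma adjusted p-value under 0.05 over all genes tested and 10 adjusted over the list alone, and 3 were differentially expressed upward and 5 downward. The members with the highest mean, S1pr1, Ptprb and Eng, had log2 fold changes of -2.50, -1.25 and -1.30. The 23 tested genes of a list of 26 regulators of angiogenesis had a median log2 fold change of 0.04 (camera adjusted p = 0.809), with 6 differentially expressed upward and 6 downward. This median was -0.08 when all libraries were rescaled to the same total. For the 19 tested genes of a list of 22 further osteoblast genes, the median log2 fold change was -0.70 (camera adjusted p = 3.41e-05), with 17 genes lower and 2 higher. Of these, 17 had a limma adjusted p-value under 0.05 over all genes tested and 17 adjusted over the list alone. The type I collagen genes Col1a2 and Col1a1 had log2 fold changes of -1.05 and -1.88, and Sparc had one of -1.33. Osteopontin (Spp1), which the paper counts among osteogenic markers and which is in neither osteoblast list, rose with a log2 fold change of 5.25. Osteocalcin (Bglap), in the further list, fell with one of -3.05. The fall was therefore not shared by every osteogenic gene the paper names. The log2 fold change of Col1a2 was -0.995 after quantile normalization, short of the cut-off. Camera was run with a preset correlation between genes of 0.01. With a correlation estimated from the 6 libraries, camera called 0 of the 20 lists, with a lowest adjusted p-value of 0.394, so that it told no list apart. With fry all 6 lists called at the preset correlation were called, but fry called 18 of the 20 lists, among them the further endothelial genes (adjusted p = 0.000199) and the regulators of angiogenesis (adjusted p = 0.0207), so that it told few lists apart. From the results of its own experiments together, the paper proposes that osteoblastic cells underwent a transition toward endothelial cells in glucocorticoid-induced bone loss.

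**Figure D1:**
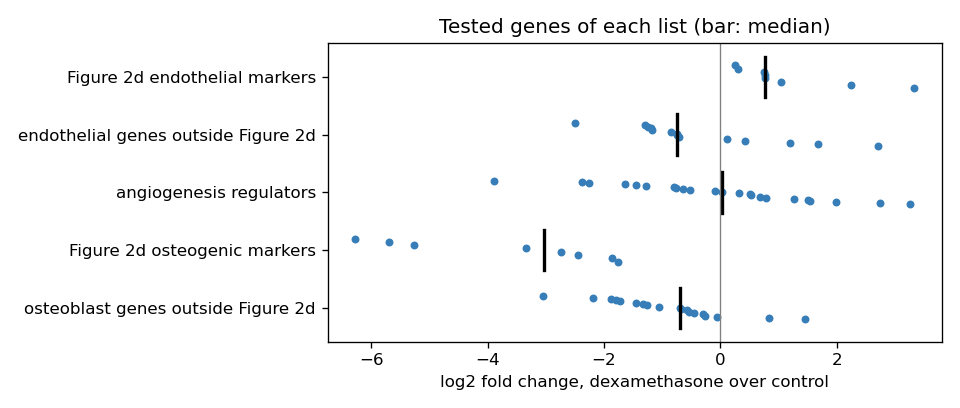
Log2 fold change (dexamethasone over control, horizontal axis) of each tested gene of 5 gene lists, 1 point per gene, with a bar at the median of each list. The medians are 0.77 for the Figure 2d endothelial markers, -0.75 for the further endothelial genes, 0.04 for the regulators of angiogenesis, -3.04 for the Figure 2d osteogenic markers and -0.70 for the further osteoblast genes.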

We used an osteoblastic lineage tracing approach to further examine the osteoblast differentiation in glucocorticoid-induced bone loss. We used *Col1a1^cre/ERT2^Rosa^tdTomato^* mice in order to label the founder osteoblasts in vivo. The *Col1a1^cre/ERT2^* mice contained an inducible Cre driven by a 2.3 kb mouse *Col1a1* proximal promoter, which is active in all osteoblasts [23,24,25,26]. At 6 weeks of age, *Col1a1^cre/ERT2^Rosa^tdTomato^* mice received tamoxifen injections (75 µg/g, daily) for 5 consecutive days to induce tdTomato expression. At 8 weeks of age, tamoxifen-treated *Col1a1^cre/ERT2^Rosa^tdTomato^* mice received subcutaneous injections of dexamethasone (0.08 µg/g, daily) for 4 weeks to induce osteoporosis (Figure 3a–c). Saline-treated mice were used as controls. We examined the femurs of the dexamethasone-treated mice. Immunostaining revealed that the increased VE-cadherin was expressed in the tdTomato-positive cells, which were derived from the tdTomato-labeled founder osteoblasts (Figure 3d). FACS analysis also identified a group of tdTomato-positive cells that expressed VE-cadherin or CD31 in the cell population isolated from the femurs (Figure 3e). The results suggested that glucocorticoids drove osteoblast-lineage cells toward endothelial differentiation in glucocorticoid-induced bone loss.

*Col1a1^cre/ERT2^* mice contain Col1a1 promoter-driven CreER, where Cre is fused to a modified estrogen receptor (ER) [27]. In these mice, CreER is expressed in the cells where Col1a1 is expressed. However, without tamoxifen, CreER remains in the cytoplasm without entering the nucleus to accomplish the recombination of target genes [27]. Besides bone, Col1a1 is expressed in other tissues where CreER expression could be activated in the *Col1a1^cre/ERT2^* mice [23]. We systemically examined the CreER expression in different organs, including bone, lungs, skin, heart, muscle, bone marrow, liver, kidneys, stomach, spleen, aorta, eyes, small intestine, pancreas, and brain, of *Col1a1^cre/ERT2^* mice, *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with tamoxifen treatment, and *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with tamoxifen and dexamethasone treatment. Real-time PCR showed the highest expression of CreER in bone with only low levels of CreER expression in other tissues (Figure 4a), which confirmed a previous study that showed osteoblasts to have the highest CreER expression [23]. The results also revealed that the treatment with tamoxifen or dexamethasone had no effect on CreER expression in all these organs (Figure 4a).

In *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, the administration of tamoxifen translocated CreER into the nuclei of the cells that expressed Col1a1 and activated tdTomato expression to label these cells. We found that glucocorticoids drove the tdTomato-positive osteoblast-lineage cells toward endothelial differentiation (Figure 3). To determine if tdTomato-positive marrow cells in bone or tdTomato-positive cells of other organs were involved in the osteoblast–endothelial transition, we first used FACS to examine the percentage of tdTomato-positive cells in the bone, lungs, skin, heart, muscle, bone marrow, liver, kidneys, stomach, spleen, aorta, eyes, small intestine, pancreas, and brain of *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with only tamoxifen treatment, and *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with tamoxifen and dexamethasone treatment. The results showed the highest percentage of tdTomato-positive cells in bone, with only low percentage of tdTomato-positive cells in other tissues of *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with only tamoxifen treatment and *Col1a1^cre/ERT2^Rosa^tdTomato^* mice with tamoxifen and dexamethasone treatment (Figure 4b). The distribution pattern was similar to that of the CreER expression (Figure 4b), suggesting that tamoxifen efficiently moved CreER into cell nuclei for tdTomato activation. The results did not show a significant difference in percent of tdTomato-positive cells between dexamethasone treatment and the control, suggesting that glucocorticoids had no effect on CreER translocation or tdTomato activation (Figure 4b). We then isolated tdTomato-positive cells from bone, lungs, skin, heart, muscle, bone marrow, liver, kidneys, stomach, spleen, and aorta, and examined the endothelial markers VE-cadherin, CD31, Flk1, and Foxc2. We only found induction of these markers in tdTomato-positive cells from bone, not in cells from bone marrow or other tissues (Figure 4c). The results suggested that glucocorticoid-driven endothelial differentiation only occurred in tdTomato-labelled osteoblast-lineage cells and therefore ruled out the involvement of marrow progenitors or mesenchymal cells from other organs.

To further determine if glucocorticoids drove the osteoblast–endothelial transition causing bone loss, we performed a second osteoblastic lineage tracing using Osterix promotor-driven GFP transgenic (*OSX-Gfptg*) mice [28]. We treated the *OSX-Gfptg* mice with dexamethasone (0.08 µg/g, daily) for 4 weeks and validated the osteoporosis (Figure 5a,b). Immunostaining and FACS analysis showed increased CD31 expression in the GFP-positive cells, which were derived from GFP-labeled founder osteoblast-lineage cells (Figure 5c,d). Together, the results supported that glucocorticoids drove osteoblast-lineage cells toward endothelial differentiation, leading to bone loss.

### 3.2. Glucocorticoid-Treated Osteoblasts Lose Osteogenic Capacity in Ectopic Bone Formation but Improve Vascular Repair

To determine changes in the osteoblast capacity in glucocorticoid-induced osteoporosis, we performed transplantation experiments and examined the capacity using well-established assays in vivo (Figure 6a, top). We isolated tdTomato-positive cells from the femurs of *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, which were prepared with the same treatment of tamoxifen and dexamethasone for osteoblast-lineage labelling and osteoporosis induction (Figure 6a, bottom). Since the tdTomato expression was induced prior to the dexamethasone treatments, the results showed similar tdTomato levels between the treated group and non-treated control, suggesting similar efficiency of tdTomato labelling in osteoblast-lineage cells in these groups. We examined the osteogenic markers Osterix, Osteopontin, and Osteocalcin in tdTomato-positive cells, and found a remarkable decrease in these markers in the dexamethasone-treated group (Figure 6b). The cells were then transplanted into nude mice to examine bone formation. Three weeks after transplantation, micro-CT imaging showed a smaller size of ectopic bone formation with less bone volume in the implants of the dexamethasone-treated group than the controls (Figure 6c). Immunostaining showed more CD31+ cells in the implants of the dexamethasone-treated group than the controls (Figure 6d). The results suggested a reduction in osteogenic capacity with induction of endothelial characteristics in the osteoblast-lineage cells of glucocorticoid-induced bone loss.

We again isolated tdTomato-positive cells from the femurs of *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, which were pre-treated with tamoxifen and dexamethasone, and examined the endothelial markers Foxc2, Flk1, VE-cadherin, and CD31. We found an induction of these markers in the dexamethasone-treated group compared to controls (Figure 6e). After ligation of the proximal and distal femoral artery, we transplanted tdTomato-positive cells into a model of hindlimb ischemia in nude mice to evaluate the angiogenic capacity of the tdTomato-positive cells. Laser Doppler perfusion imaging demonstrated significantly higher limb blood flow in the mice transplanted with tdTomato-positive cells from the dexamethasone-treated group than controls (Figure 6f). Latex dye staining with tissue clearing showed stronger vascularization at the site of transplantation of the dexamethasone-treated group than that of the non-treated group (Figure 6g). The results suggested that the osteoblast-lineage cells in glucocorticoid-induced osteoporosis gained angiogenic capacity to improve vascular repair.

### 3.3. The Coupled Alterations in Foxc2 and Osterix Are Responsible for the Shift of Osteoblast-Lineage Cells to Endothelial Differentiation

To understand how glucocorticoids drove the osteoblast-lineage cells toward unwanted differentiation, we obtained a mouse osteoblast line (MC3T3-E1) that has been broadly used for osteoblast studies. We treated the osteoblasts with 10^−7^ M glucocorticoids, including dexamethasone, triamcinolone, betamethasone, beclomethasone, and hydrocortisone. After 24 h treatments, the FACS results showed that these glucocorticoids strongly induced the expression of the endothelial marker VE-cadherin in the osteoblasts (Figure 7a). We then examined the time-course expression of endothelial and osteogenic markers in the osteoblast-lineage cells after dexamethasone treatment. The results showed that an increase in Foxc2 and a decrease in Osterix occurred ahead of the changes in other markers (Figure 7b). We also obtained a human osteoblast line (hFOB1.19) and treated the cells with 10^−7^ M dexamethasone. Real-time PCR showed similar pattern of the time-course expression of endothelial and osteogenic markers after dexamethasone treatment (Figure 7c). The results suggested that the alterations in Osterix and Foxc2 were important for osteoblasts to lose their cell fate and undergo endothelial differentiation.

Foxc2 and Osterix are the early drivers for endothelial and osteogenic differentiation, respectively, and we have shown that Foxc2 was upregulated by glucocorticoids whereas Osterix was downregulated (Figure 2c and Figure 6b,d), suggesting important roles of Foxc2 and Osterix in the shift of osteoblasts in glucocorticoid-induced osteoporosis. To further determine if the glucocorticoid-altered expression of Foxc2 and Osterix was critical to drive osteoblasts to endothelial differentiation, we directly changed the levels of Foxc2 and Osterix in dexamethasone-treated osteoblasts using lentiviral vectors containing Foxc2 siRNA or cytomegalovirus promoter-driven (CMV) Osterix cDNA, respectively. The results showed that the knockdown of Foxc2 alone abolished the induction of endothelial markers but failed to prevent the reduction in osteoblastic markers (Figure 8a,b). Overexpression of Osterix prevented the reduction in osteoblast markers but was unable to abolish the endothelial markers (Figure 8a,b). Only the combination of Foxc2 knockdown and Osterix overexpression prevented dexamethasone from inducing endothelial markers and reducing osteoblastic markers, suggesting that the coupled modulations of Foxc2 and Osterix were required to shift the osteoblasts to endothelial differentiation.

## 4. Discussion

In this study, we find a shift of osteoblast-lineage cells toward endothelial differentiation induced by glucocorticoids and show that this unwanted cell transition causes osteoblast-lineage cells to lose osteogenic capacity, thereby contributing to glucocorticoid-induced bone loss. The results suggest that glucocorticoids suppress osteogenic capacity and cause osteoporosis in part through this previously unrecognized transition of osteoblast-lineage cells to endothelial differentiation. This study provides a new mechanism and insights into glucocorticoid-induced bone loss for counteracting this toxic effect of long-term glucocorticoid therapy.

Osteoblasts are derived from mesenchymal progenitors and differentiate into osteocytes to build bone. However, the manipulation of osteoblast plasicity has been reported in previous studies. For example, reciprocal transitions between osteoblasts and adipocytes have been demonstrated in multiple studies [29,30,31,32,33,34,35,36]. An inhibitor of glycogen synthase kinase 3 also alters the differentiation of osteoblastic-like cells to improve the vascular calcification [19]. Here, we labelled the osteoblast-lineage cells in vivo and found that glucocorticoids stimulated osteoblast-lineage cells towards endothelial differentiation. We also showed that coupled alterations in Foxc2 and Osterix are responsible for the transition of osteoblast-lineage cells to endothelial differentiation.

Foxc2 belongs to the family of forkhead-box transcription factors [37] and is required for the development of vasculature [38]. Foxc2 is observed in all endothelial lineages during development, such as endothelial progenitors, and arterial, venous, and lymphatic endothelial cells [39,40,41]. Acting as an early driver, Foxc2 governs the specification of arterial endothelial cells and controls angiogenesis and lymphatic vessel formation [37,38,39,40,41]. As expected, Foxc2-deficient mice exhibit severe defects in the lymphatic valves and vasculature [41]. Specific deletion of Foxc2 in endothelial cells causes malformation of microvessels [42]. In this study, we find that glucocorticoids induce Foxc2 in osteoblast-lineage cells. Coupled with alteration of Osterix, induced Foxc2 contributes to shifting the osteoblast-lineage cells towards endothelial transition.

Osterix, also named Sp7, is a zinc-finger transcription factor and well known to regulate bone formation [8]. Osterix drives mesenchymal precursors to differentiate into osteoblasts and osteocytes [43,44,45]. Mice with Osterix gene deletion show no development of bone tissue [8]. Abnormal expression of Osterix is also associated with bone-related medical conditions in humans, such as osteogenesis imperfecta, rheumatoid arthritis, bone fracture repair, and osteoporosis [46,47,48,49]. Here, we show that glucocorticoids suppress Osterix expression. Together with the activation of Foxc2, the suppression of Osterix leads to switching the cell fate and functional capacity in osteoblast-lineage cells, contributing to osteoporosis. These results may provide novel strategies for treating glucocorticoid-induced bone loss by maintaining the levels of Foxc2 and Osterix.

## Figures and Tables

**Figure 1:**
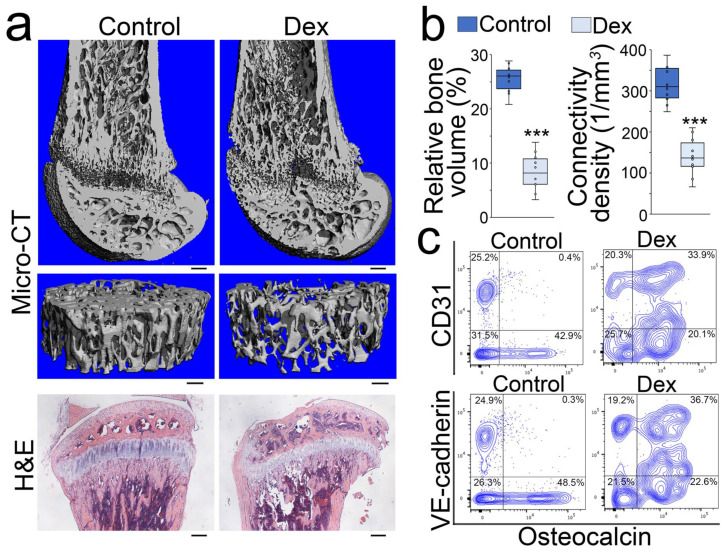
Endothelial markers emerge in the osteoblasts of glucocorticoid-induced bone loss. (**a**): Micro-CT and H&E staining of the mouse femurs after dexamethasone (Dex) treatment (n = 10). Control, saline. Scale bar, 200 µm. (**b**): Relative bone volume and connective density of mouse femurs after dexamethasone or control treatment (n = 10). Relative bone volume was calculated using bone volume/total volume based on counting voxels. The data were analyzed for statistical significance using unpaired 2-tailed Student’s t test. The bounds of the boxes represent the upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001. (**c**): FACS analysis of demarrowed femurs of dexamethasone-treated mice using anti-CD31, anti-VE-cadherin, or anti-Osteocalcin antibodies.

**Figure 2:**
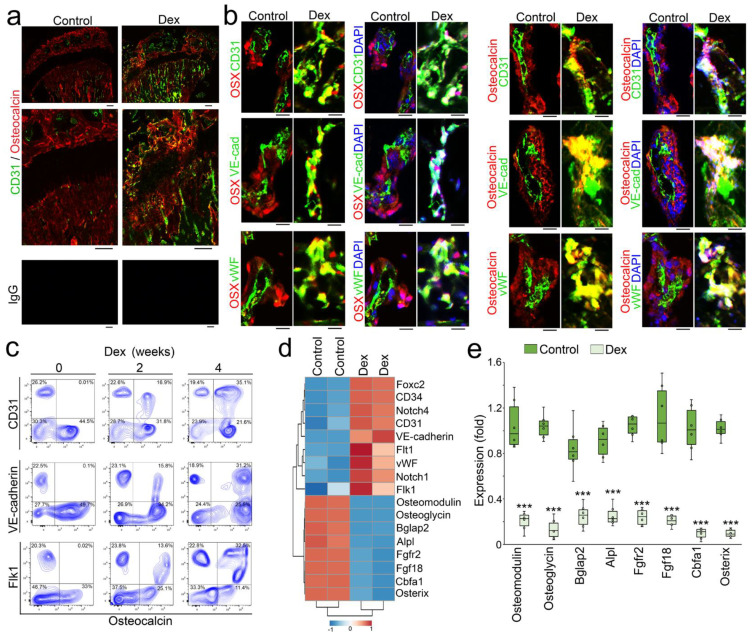
Endothelial markers emerge in the osteoblast-lineage cells of glucocorticoid-induced bone loss. (**a**): Immunostaining of the femurs of dexamethasone-treated mice using anti-CD31 (green) and anti-Osteocalcin antibodies. Scale bar, 100 µm. (**b**): High-magnification images of immunostaining of the femurs of dexamethasone-treated mice using anti-CD31, anti-VE-cadherin, or anti-vWF antibodies (green) with anti-Osterix (OSX) or anti-Osteocalcin antibodies (red). DAPI (blue) was used for nuclei staining. Scale bar, 20 µm. (**c**): Time-course FACS analysis of demarrowed femurs of dexamethasone-treated mice using anti-CD31, anti-VE-cadherin, anti-Flk1, or anti-Osteocalcin antibodies. (**d**): Heatmap of representative osteogenic and endothelial markers using normalized and log2-transformed gene counts. (**e**): Real-time PCR results of osteoblast-lineage markers (n = 6). The data were analyzed for statistical significance using unpaired 2-tailed Student’s t test. The bounds of the boxes represent the upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001.

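The heatmap of panel d has 2 control and 2 dexamethasone columns, and the legend does not name the libraries they show. All 3 libraries per group were therefore used for the values reported for its genes. Among the 9 ways of taking 2 libraries per group, the median log2 fold change of the endothelial markers was between 0.68 and 0.93 and that of the osteogenic markers between -3.08 and -2.99. The heatmap scales each gene separately, so it does not show the level of the genes. In normalized counts of control replicates 1, 2 and 3, Flt1 had 4294, 4418 and 4403, and CD31 had 10.1, 17.6 and 19.3. In dexamethasone replicates 1, 2 and 3, Flt1 had 5687, 5159 and 5277, and CD31 had 29.6, 28.3 and 20.9. Osterix had 7191, 7931 and 7843 normalized counts in control replicates 1, 2 and 3, and 2244, 1978 and 2085 in dexamethasone replicates 1, 2 and 3. For 16 of the 17 genes every dexamethasone library lay on one side of every control library, the exception being VE-cadherin. For CD31 this depends on the scaling. Its closest values, in control replicate 3 and dexamethasone replicate 3, rested on 22 and 18 reads. For a single gene, the smallest p-value that an exact two-sided permutation test allows with 3 against 3 libraries is 0.1.

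**Figure D2:**
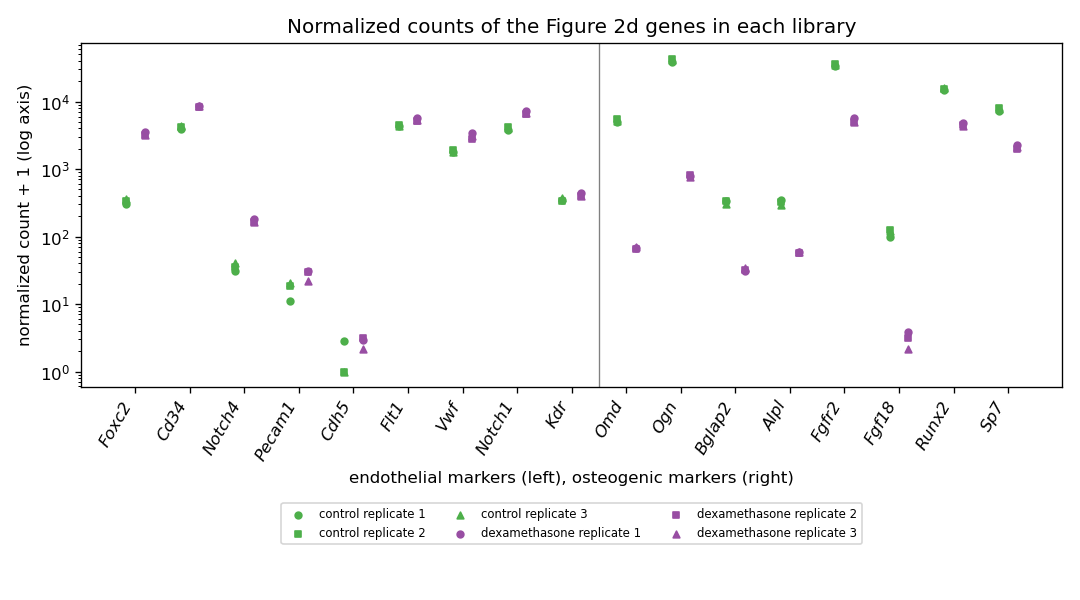
Normalized count plus 1 (vertical log axis) of the 17 genes of Figure 2d, with 1 point per library; colors mark the group and marker shapes the replicate number. CD34 (Cd34) lies near 4128 in controls and 8503 with dexamethasone, VE-cadherin (Cdh5) lies at 0 to 2 reads in each library, and the osteogenic markers on the right lie lower with dexamethasone.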

**Figure 3:**
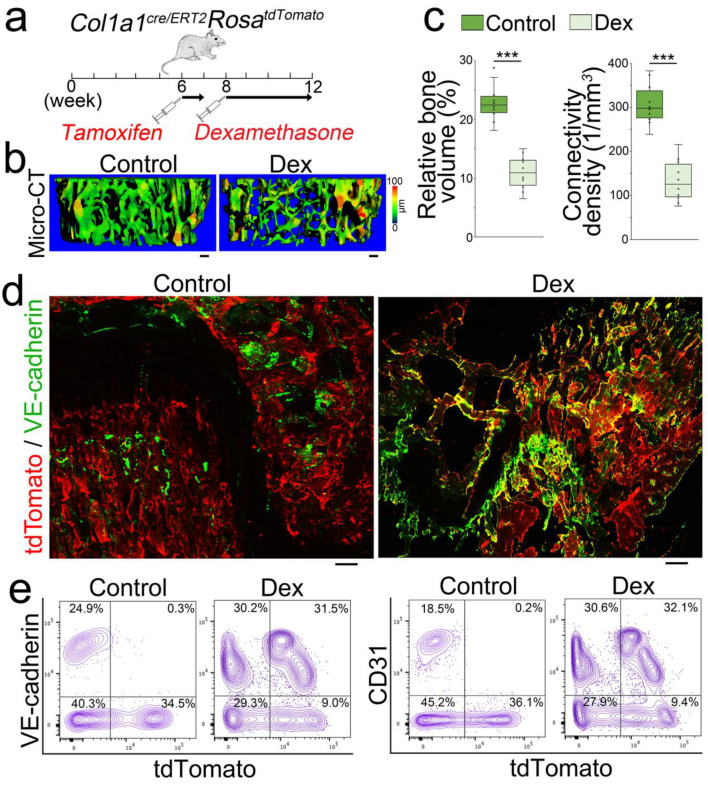
Osteoblastic lineage tracing identifies endothelial markers in the osteoblasts of glucocorticoid-induced osteoporosis. (**a**): Schematic of experimental procedure for labelling founder osteoblasts in glucocorticoid-induced osteoporosis. (**b**): Micro-CT of the femurs of Col1a1cre/ERT2RosatdTomato mice after dexamethasone (Dex) treatment. Control, saline. Scale bar, 100 µm. (**c**): Relative bone volume and connective density of mouse femurs after dexamethasone treatment (n = 10). Control, saline. The data were analyzed for statistical significance using unpaired 2-tailed Student’s t test. The bounds of the boxes represent upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001. (**d**): The expression of tdTomato (red) and VE-cadherin (green) in the femurs of dexamethasone-treated mice. VE-cadherin was detected by immunostaining using anti-VE-cadherin (green). Scale bar, 100 µm. (**e**): Co-expression of tdTomato with endothelial markers detected through FACS analysis of demarrowed femurs of dexamethasone-treated mice using anti-CD31 and anti-VE-cadherin.

**Figure 4:**
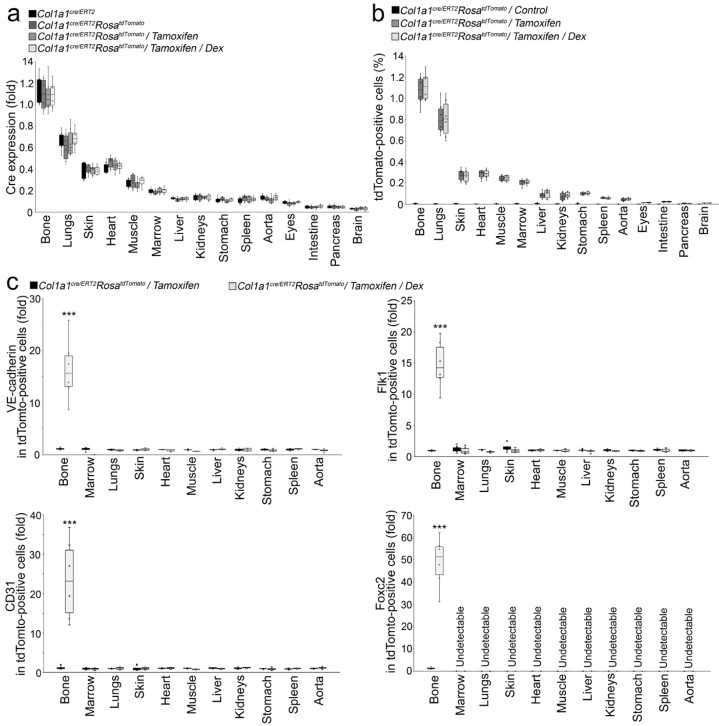
Dexamethasone had no effect on the CreER expression or tdTomato activation, and dexamethasone did not activate the expression of endothelial markers in other tissues. (**a**): Cre expression in different tissues (n = 6). (**b**): TdTomato-positive cells in different tissues (n = 6). (**c**): Expression of endothelial markers in tdTomato-positive cells isolated from different tissues (n = 6). Data were analyzed for statistical significance using ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001.

**Figure 5:**
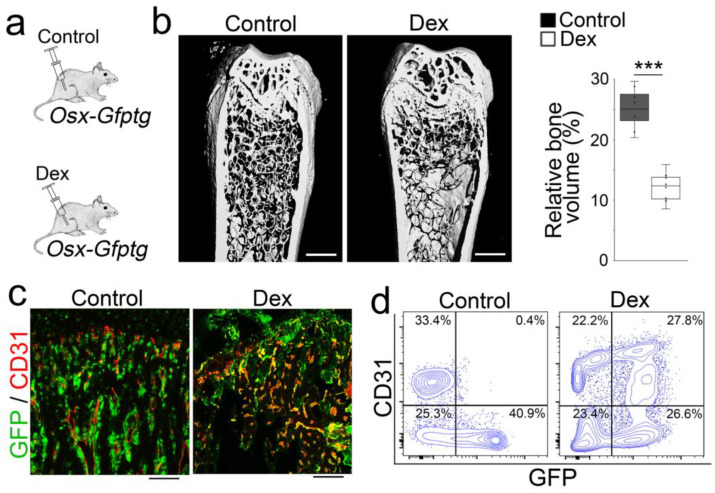
Identified endothelial markers in the osteoblasts of glucocorticoid-induced osteoporosis of OSX-Gfptg mice. (**a**): Schematic of experimental procedure for labelling founder osteoblasts in glucocorticoid-induced osteoporosis of *OSX-Gfptg* mice. (**b**): Micro-CT and relative bone volume of the femurs of *OSX-Gfptg* mice after dexamethasone (Dex) treatment. Control, saline. Scale bar, 100 µm. The data were analyzed for statistical significance using unpaired 2-tailed Student’s t test. The bounds of the boxes represent upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001. (**c**): The expression of GFP (green) and CD31 (red) in the femurs of dexamethasone-treated mice. CD31 was detected by immunostaining using anti-CD31 (red). Scale bar, 100 µm. (**d**): Co-expression of GFP with endothelial markers detected through FACS analysis of demarrowed femurs of dexamethasone-treated mice using anti-CD31 antibodies.

**Figure 6:**
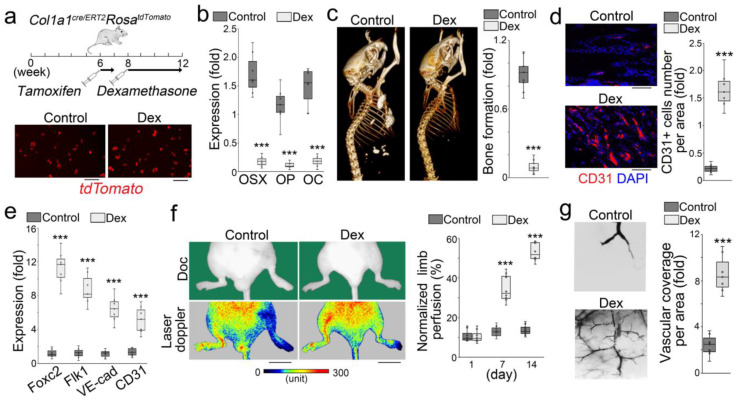
Osteoblasts of glucocorticoid-induced osteoporosis lose osteogenic capacity but improve vascular repair. (**a**): Schematic of experimental procedure (top) and tdTomato+ cells isolated from the femurs of *Col1a1^cre/ERT2^Rosa^tdTomato^* mice, which were prepared with osteoblast-lineage labelling and osteoporosis induction (bottom). Scale bar, 50 µm. Control, saline treatment. (**b**): Expression of osteogenic markers in tdTomato-labelled osteoblasts of the demarrowed femurs of dexamethasone-treated mice (n = 7). OSX, Osterix; OP, Osteopontin; OC, Osteocalcin. (**c**): Micro-CT images of ectopic bone formation with relative volume in nude mice after cell transplantation of tdTomato-labelled osteoblasts isolated from femurs of dexamethasone-treated mice. (**d**): Immunostaining using anti-CD31 antibodies with quantitation of CD31+ cells in the implants of tdTomato-labelled osteoblasts (n = 7). (**e**): Expression of endothelial markers in tdTomato-labelled osteoblasts of the demarrowed femurs of dexamethasone-treated mice (n = 7). VE-cad, VE-cadherin. (**f**): Laser Doppler perfusion images and percentage of blood flow perfusion in hindlimb ischemia model after transplantation of tdTomato-labelled osteoblasts isolated from the femurs of dexamethasone-treated mice. Top, documentation camera (doc). Bottom, measurement camera (laser Doppler). Scale bar, 10 mm. (**g**): Latex dye staining with tissue clearing and analysis of vascular coverage at the sites of transplantation of tdTomato-labelled cells (n = 7). (**b**–**e**,**g**) were analyzed for statistical significance using unpaired 2-tailed Student’s t test. f was analyzed for statistical significance using ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles with data points. The line in the box is the median. Error bars are maximal and minimal values. ***, *p* < 0.0001.

**Figure 7:**
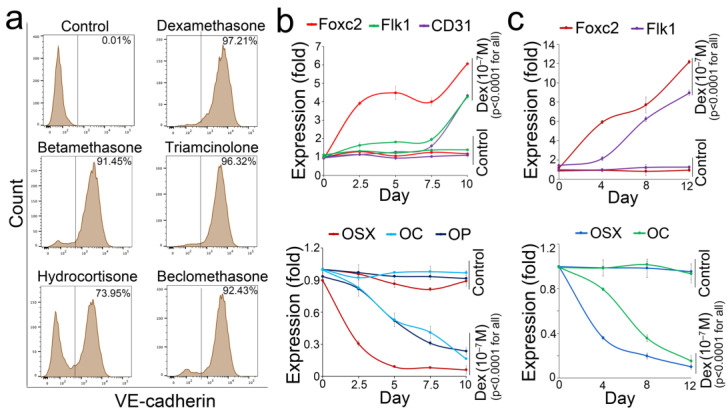
Coupled alterations in Foxc2 and Osterix are responsible for glucocorticoid shifting osteoblasts toward endothelial differentiation. (**a**): FACS of the expression of VE-cadherin in osteoblasts after different glucocorticoid treatments. (**b**): Time-course expression of endothelial and osteogenic markers in dexamethasone-treated mouse osteoblasts (n = 8). (**c**): Time-course expression of endothelial and osteogenic markers in dexamethasone-treated human osteoblasts (n = 7). The data were analyzed for statistical significance using ANOVA with post hoc Tukey’s analysis. Error bars are maximal and minimal values.

**Figure 8:**
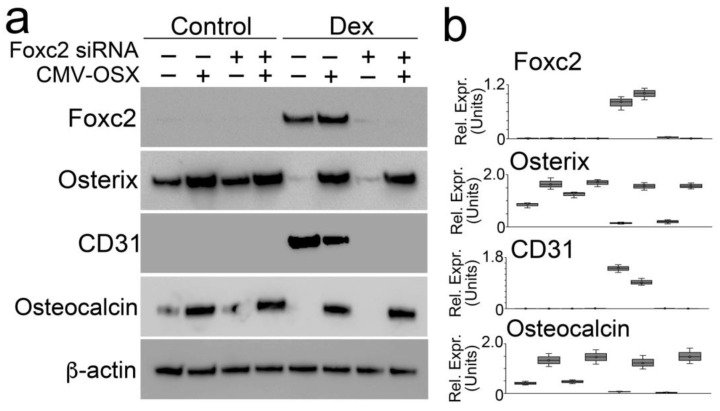
Coupled alterations in Foxc2 and Osterix are responsible for glucocorticoid shifting osteoblasts toward endothelial differentiation. (**a**): Immunoblotting with densitometry analysis of Foxc2, Osterix, Osteocalcin, and CD31 in dexamethasone-treated osteoblasts after Foxc2 knockdown (Foxc2 siRNA) or Osterix overexpression (CMV-OSX). β-actin was used as loading control. (**b**): Densitometry analysis of immunoblotting.

## Data Availability

RNA-sequencing data were deposited in the GEO database with access number GSE216891.

How the deposited data were processed for this re-analysis (not part of the article)

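RNA was sequenced in 3 control libraries and 3 libraries from mice given dexamethasone at 0.08 µg/g daily for 4 weeks. The paper states that the cells were sorted as Osteocalcin-positive from demarrowed mouse bones, although Osteocalcin transcripts were few in all libraries. The authors aligned the reads and counted them per gene with STAR 2.7.10a, and normalized the counts with DESeq2 1.36.0. The deposited values are a signal per gene and library, the read count divided by 1 size factor per library, here called normalized counts. The paper's text does not name the genome build, the annotation release or the strand setting of the count. No coordinates are therefore given, and the GENCODE M21 annotation was used only for gene symbols, GC content, transcript length and overlaps between genes. This release may not be the one the authors used.

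The value of 1 read in each library was found from the lowest values, and 100% of the values came out as whole reads. The depth was 72596611 to 89910728 recovered reads per library. Up to 3 reads can underlie a count of 0, and this limit covers counting error only. Where all libraries of a group had 3 reads or fewer, a fold change is given as a lower bound against that limit. This bound leaves out the counting error of counts above 0 and of the other group. All 29616 genes of the table were used, and 0 columns were left out.

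Normalized counts were compared between the groups on the log2 scale after adding 1, with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, for 17442 genes with a mean of at least 10. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction were called differentially expressed. Gene lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, adjusted over the 20 lists tested, apart from the sex-specific genes and the other genes the paper names, which are given as values only. The lists, the tests and the alternatives were set before the data were examined. The genes named are those of Figure 2d, the other genes the paper names, the 5 largest increases and the 5 largest decreases among differentially expressed genes with a mean of at least 100 and groups that do not overlap, and up to 3 members of each list with the highest mean. Other genes named were chosen after their values were seen.

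The alternatives were other pseudocounts, filters and scalings, limma without the trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, each library left out in turn, 2 libraries per group, camera with an estimated correlation, and fry. The methods were tested on simulated counts of 17226 genes, of which 191 were changed. Limma recovered 190 of these (99.5%) and called 0 unchanged genes, with 7 unchanged genes at an adjusted p-value under 0.05 alone. The tests with edgeR and DESeq2 recovered 191 and 189 and called 1 and 0 unchanged genes, with 10 and 9 unchanged genes at an adjusted p-value under 0.05 alone. Camera, from limma, called 0 of 100 sets of 10 unchanged genes and did call the set of changed genes.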

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

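The tests of technical explanations in this part, and the limits they were read against, were chosen after the results were seen. The paper does not discuss the genes of this part.

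The 12 proliferation genes were all differentially expressed and higher with dexamethasone, with a median log2 fold change of 2.49 (camera adjusted p = 6.99e-10), and the difference lies outside the genes the paper discusses. With the correlation estimated from the libraries, camera called 0 of the 20 lists, with an adjusted p-value of 0.394 for this list, the lowest it gave. Several technical explanations were tested. The lower of the medians under the other scalings was 2.32, the median was 2.41 after trends with GC content and length were removed in each library, and it was 2.38 with all libraries thinned to equal depth. The trend removal covered 16954 genes and moved 3288 of them by over 0.1, so it argues against these trends as the whole cause. Dividing blood cells among the sorted cells would bring their abundant transcripts. The median pan-hematopoietic gene had 6.60 normalized counts with dexamethasone, against a median gain of 13540 for the proliferation genes, which argues against blood cells as the source. Within that list Cd53 rose from 15.7 to 283 and Itgb2 from 54.6 to 503 normalized counts, which goes with blood cells, although both stay far below the gain. Arhgdib, at 6720 and 7482, changed little. Dividing cells of another kind, and an effect of the treatment on the sorted cells, stay open and were not tested.

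The 21 tested glucocorticoid-response genes had a median log2 fold change of 1.55 (camera adjusted p = 5.07e-07), with 19 higher and 12 differentially expressed upward. This list was fixed to check the treatment and is not part of the paper's argument. The lower median under the other scalings was 1.44, and the median after the GC and length trends were removed was 1.61, so neither accounts for the rise. The members with the highest mean went apart, with log2 fold changes of 4.25 for Sgk1, 2.19 for Mt1 and -0.73 for Cdkn1a. A response to dexamethasone is a hypothesis that the treatment itself offers.

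Of the genes with the largest increases, each had 3 reads or fewer in every control library. Their fold increases are given against the limit of 3 reads. Fabp4 reached 1450 (1447.7 ± 63.4, SD, n = 3) normalized counts with dexamethasone and was at least 493-fold higher. Serpina3m reached 640 and was at least 218-fold higher, and Dusp2 reached 881 and was at least 300-fold higher. Vmn1r43 reached 320 and was at least 109-fold higher, and Hif3a, also a member of the glucocorticoid-response list, reached 566 and was at least 193-fold higher. The lowest of these bounds, 109, is far beyond the ratio of the library totals, which argues against scaling. At least 90.3% of the 75-base positions of each gene occur in no other gene of the GENCODE M21 transcripts, which argues against reads shared with other genes. Other cells among the sorted cells were not tested for these genes.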

How the results depend on the processing

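Over 20 alternatives, the count of differentially expressed genes moved most without the requirement on the fold change and with the strictest filter. It was 12645 (6497 higher, 6148 lower) at an adjusted p-value under 0.05 alone and 2170 (1350 higher, 820 lower) at a mean of at least 100, by construction, against 3894 (2037 and 1857). Leaving out each library in turn gave 3888 to 3922 genes, 1953 to 2099 higher and 1795 to 1942 lower. On the recovered reads, edgeR called 3944 genes, 3831 of them shared, and DESeq2 3870, 3814 shared. The share of calls that were higher was 52.3%, 45.1% at the same total and 62.2% at a mean of at least 100. The median of all genes shifted to -0.11 at the same total, and changes there are relative to that shift.

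With the correlation estimated, camera called 0 of the 20 lists, the proliferation genes included, and its lowest adjusted p-value was 0.394, so it says nothing about the stability of a list. Under it the Figure 2d endothelial markers (0.77, adjusted p = 0.553), the osteogenic markers (-3.04, 0.394) and the further osteoblast genes (-0.70, 0.492) were not called, and 0 other lists were called against 3. With fry, which called 18 of the 20 lists, 14 other lists were called, and the further endothelial genes gained a call (-0.75, 0.000199). Over all alternatives the camera or fry adjusted p-values of these lists ranged from 0.000121 to 0.553, 1.1e-24 to 0.394, 4.26e-08 to 0.492 and 0.000199 to 0.68. The interferon-response genes (-1.06, camera adjusted p = 0.0201) lost their call at a mean of at least 100 and at the same total, among others, with an adjusted p-value up to 0.251 (edgeR on the recovered reads) at the preset correlation. The cause was not tested.

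The replicate numbers do not pair the libraries, as the correlations of same-numbered deviations were -0.1, -0.105 and -0.02. With the replicate block 3897 genes were called (2035 higher, 1862 lower) and 4 other lists. The block moved the camera adjusted p-value of the interferon-response genes to 0.16, of the osteocyte genes to 0.0196 and of the smooth muscle and pericyte genes to 1.68e-05, and changed no other call among the named genes and lists.

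Several list medians changed sign, and the cause was not tested. The angiogenesis regulators (0.04) went to -0.0783 at the same total, -0.121 after quantile normalization and -0.0862 with 2 libraries per group, and from -0.0238 (without dexamethasone replicate 3) to 0.0989 when a library was left out, with -0.0148 without dexamethasone replicate 1. The macrophage genes (0.36) went to -0.0635 without a filter, -0.76 with 2 libraries, and from -0.68 (without dexamethasone replicate 1) to 0.55. The pan-hematopoietic genes (0.09) went to -0.0169 at the same total and -0.0036 with 2 libraries, and from 0.0142 (without control replicate 3) to 0.15 when a library was left out. Their median moved most at a mean of at least 100, to 3.20, the direction that blood cells would give, with Cd53, Itgb2 and Arhgdib left. At that filter the macrophage median was 1.21, the chondrocyte median 1.90, the further endothelial median -1.22 and the fibroblast and tendon median -0.68. The osteoclast, adipocyte and skeletal muscle lists had too few genes left for a value there, as had the osteoclast list with at least 10 in every library. Fgf18 and Bglap gave no value under either of these filters, nor did Pecam1 at a mean of at least 100, nor the 5 largest increases with at least 10 in every library. The chondrocyte genes (0.21) went to -0.69 without a filter, -0.0975 with 2 libraries, and from -0.0285 (without control replicate 3) to 0.51. The skeletal muscle genes (0.31) went to -0.26 without a filter and -0.0107 with 2 libraries, and from 0.10 (without control replicate 1) to 0.29 when a library was left out. Without 1 library the osteoclast median (0.60) reached 1.88 (control replicate 2), the adipocyte median (-0.25) -0.04 (control replicate 3), the neutrophil median (0.14) 0.24 (dexamethasone replicate 2) and the smooth muscle median (-0.89) -0.57 (dexamethasone replicate 1).

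Of 99 named genes, 6 with small changes reversed in 16 values. Alas2 (-0.09) went to 0.0381 after quantile normalization, 0.0196 with DESeq2, 0.34 with 2 libraries per group, and from -0.50 to 0.25 when a library was left out. Pparg (-0.0012) went to 0.11 after quantile normalization, 0.20 with 2 libraries, and from -0.11 to 0.14. S100a9 (0.09) went to -0.019 at the same total and -0.013 with 2 libraries, Itga2b (0.10) to -0.0119 and -0.0067, Arhgdib (0.15) to -0.0569 after quantile normalization, and Mylpf (0.33) to -0.0107 with 2 libraries. The cause was not tested. Among named genes 11 values in 5 genes lost their call and 9 in 3 genes gained one. Cd34 fell to 0.93 at the same total, 0.85 after quantile normalization and 0.99 with 2 libraries. Pecam1 and Kdr, under the cut-off of 1 in the values reported, had adjusted p-values up to 0.373 and 0.124. At 11 to 31 reads per library, depth limits Pecam1, and at 0 to 2 reads it leaves Cdh5 undecided.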

Differences from the paper's values

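Figure 2e gives real-time PCR values of 8 osteogenic genes relative to controls, a different assay from the sequencing, and the paper's ratios of dexamethasone to control medians were read by eye. For Omd the paper's ratio is about 0.23 in Fig. 2e and the ratio here was 0.013. For Ogn it is about 0.12 in Fig. 2e against 0.0192 here, and for Bglap2 about 0.32 in Fig. 2e against 0.0994. For Fgf18 it is about 0.19 in Fig. 2e against at most 0.0306 by the limit of 3 reads. For Runx2 it is about 0.11 in Fig. 2e against 0.297, and for Sp7 about 0.09 in Fig. 2e against 0.275. None of the alternatives set before the data were examined closed these gaps. For Fgfr2 it is about 0.23 in Fig. 2e against 0.149, and among these alternatives only the highest of the 9 choices of 2 libraries per group, at 0.156, came within 1.5 times of the paper's ratio. For Alpl, the remaining gene, it is about 0.25 in Fig. 2e against 0.183, within 1.5 times here and in every alternative.

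The heatmap of Figure 2d shows VE-cadherin as higher with dexamethasone, whereas Cdh5 had 0 to 2 reads in each library here and was not tested. The heatmap also shows Pecam1, Flt1, Vwf, Notch1 and Kdr as higher, and here each was higher with a log2 fold change under the cut-off of 1 given in the methods. Of these, Pecam1 passed both cut-offs only with the highest of the 9 choices of 2 libraries per group, at 1.06.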

Other observations

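The tests of explanations in this part, and the division of the endothelial markers for the test of endothelial cells, were chosen after the results were seen.

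Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 3894 differentially expressed genes. The other splits gave 0, with 56 to 125 genes at an unadjusted p-value under 0.05. The share of splits cannot fall under 0.1 with 10 splits, which limits this test. The real split had 12928 genes at an unadjusted p-value under 0.05. Its groups did not overlap for 74.7% of the tested genes, where chance gives 10%. Genes are not independent, and every other split mixes both groups, so these values do not get past the limit of 0.1. They also cannot tell the treatment from another difference shared by a whole group.

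A candidate explanation for the higher Figure 2d endothelial markers is endothelial cells among the sorted cells. The median further endothelial gene of the 26 in the table had 10.7 normalized counts with dexamethasone, against a median gain of 2825 for Foxc2, Cd34, Flt1, Vwf and Notch1, which argues against such cells as the source of the gain in these 5 genes. The gain of 133 normalized counts for Notch4 also lies far above that median, although the further genes Cd93 and Adgrf5 went from 21.5 to 147 and from 58.1 to 187. For Pecam1 and Kdr the median gain was 38.2, and that of Kdr was 65.7, too near the median of the further genes to decide, so that endothelial cells and a change in the sorted cells cannot be told apart for them. After the GC and length trends were removed the median of the Figure 2d markers was 0.68, and the lower median under the other scalings was 0.65. Neither therefore accounts for the rise in the median, although Flt1 went from 0.30 to 0.12 after quantile normalization. A rise shared by endothelial genes in general is argued against by the 5 further endothelial genes that were called lower. Cd93, Adgrf5 and Esam, named after their values were seen, were called higher, with log2 fold changes of 2.72, 1.67 and 1.20. Esam fell under the cut-off of 1 with a pseudocount of 10, at 0.84, and with the lowest choice of 2 libraries per group, at 0.92. A change of the sorted cells with the treatment stays open.

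VE-cadherin (Cdh5) had 0 to 2 reads in each library. Exons of other genes overlap 0% of its exon bases in the GENCODE M21 annotation, which is not stated to be the authors' annotation, so an overlapping gene does not account for the low number there.

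Osteocalcin (Bglap) fell with a log2 fold change of -3.05. Bglap3, not tested, had 3, 2 and 0 reads in control and 10, 7 and 6 reads in dexamethasone libraries. Its dexamethasone mean was 2.74 times the limit of 3 reads, with too few reads for a firm lower bound. The sum of Bglap, Bglap2 and Bglap3 went from 433 to 51.5 normalized counts, a log2 ratio of -3.07, which argues against a shift of reads among the 3 genes as the cause of the fall. The low level in all libraries may partly reflect reads not assigned to a single copy. Of the 75-base positions of Bglap, Bglap2 and Bglap3, 33.9%, 26.7% and 97% are absent from the other copies. If reads lie evenly along the transcripts, these shares argue against unassigned reads as the whole gap to Col1a1, at 961923 and 261192 normalized counts. The parts due to unassigned reads and to low expression cannot be told apart without the reads.

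Replicate libraries were close, with a coefficient of variation of 0.0305. The lowest chi-square per degree of freedom of a pair was 3.52, which argues against a library deposited more than once. Whether the libraries of a group came from one pool of cells cannot be told apart from animals that vary little, as there is no reference spread in these data. The p-values and the counts of differentially expressed genes rest on this spread between libraries.

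Osteopontin (Spp1) rose from 33595 ± 988 (SD, n = 3) to 1279670 ± 29571 (SD, n = 3) normalized counts, a log2 fold change of 5.25 (limma adjusted p = 1.44e-29 with Benjamini-Hochberg adjustment). The paper's Fig. 6b shows Osteopontin falling in tdTomato-positive cells, which are other cells than those sequenced. The glucocorticoid receptor gene Nr3c1 had a log2 fold change of -0.92, and it was -1.04 at the same total and -1.12 after quantile normalization. Gapdh and Actb had log2 fold changes of 0.23 and -0.22. The largest decreases were those of Megf6, Aspn, Astn1, Gm31520 and Omd, with log2 fold changes of -7.89, -6.85, -6.63, -6.35 and -6.27.

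Among the other lists tested, the 8 tested interferon-response genes were all lower, with a median log2 fold change of -1.06. Members of the osteocyte list went apart. Dmp1, named after its values were seen, rose from 38.5 ± 2.66 (SD, n = 3) to 5639 ± 326 (SD, n = 3) normalized counts, a log2 fold change of 7.16 (limma adjusted p = 2.12e-28 with Benjamini-Hochberg adjustment), while Ank, Pdpn and Irx5 had log2 fold changes of 2.99, 0.68 and -3.29. The medians and camera adjusted p-values of lists that were not called were 0.64 and 0.313 for osteocyte genes, -0.89 and 0.137 for smooth muscle and pericyte genes, -0.18 and 0.509 for fibroblast and tendon genes, and 0.20 and 0.809 for marrow stromal genes. They were 0.60 and 0.823 for osteoclast genes, -0.25 and 0.607 for adipocyte genes, 0.21 and 0.649 for chondrocyte genes, and 0.31 and 0.809 for skeletal muscle genes. They were 0.14 and 0.809 for neutrophil genes, 0.36 and 0.809 for macrophage genes, 0.09 and 0.649 for pan-hematopoietic genes, and 0.31 and 0.509 for immediate-early and stress genes. Under 3 genes could be tested for the erythroid, B-cell, T-cell and NK-cell, megakaryocyte and platelet, and lymphatic endothelial lists, whose tested genes had median log2 fold changes of -1.07, -2.30, -1.41, -0.79 and 0.72. The sex-specific genes had a median of -0.56.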
